A study of Mus musculus with 6 samples. Its data were reported in "Transcriptional Network Analysis Reveals the Role of miR-223-5p During Diabetic Corneal Epithelial Regeneration" (2021).

How the data were processed

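Gene expression was measured in polyadenylated RNA from regenerating corneal epithelium of C57BL/6 mice, with 3 libraries from control mice and 3 from mice 16 weeks after streptozotocin. Each library was a pool of several mice. Groups and replicate numbers were taken from the sample titles. The submitters prepared the libraries with a stranded RNA kit (KAPA) and sequenced them on an Illumina NovaSeq instrument. According to their processing notes, reads were checked with FastQC, trimmed with cutadapt, aligned to GRCm38 with HISAT2 and quantified with StringTie, without versions being given. The deposited table holds FPKM as the authors computed it, per kilobase of transcript and scaled to the mapped fragments, for protein-coding genes only. It has 14968 genes, of which 374 are at 0 in all libraries and 21 repeat a symbol used by another gene. For a repeated symbol the gene with the highest mean was used under that symbol. Gene positions are those of the file. Of its gene IDs 99.9% were found in GENCODE M21, and 91.9% of these had identical starts and ends there. That annotation was used for overlaps between genes and for GC content and length.

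The values are not counts and the depth per library is unknown. As a check, the smallest FPKM steps of 391 genes with a single exon were compared between libraries. They gave depths relative to the deepest library, control replicate 1, of 0.897 and 0.921 for control replicates 2 and 3 and of 0.873, 0.906 and 0.735 for diabetic replicates 1, 2 and 3. Each step rested on 4 to 8 genes, and only 18.9% to 34.2% of the low values lay within 2% of a whole number of steps. The step of diabetic replicate 3 is uncertain, since 4 genes supported it and 2 lay at a smaller one. Whole reads could therefore not be recovered, and no test for counts was used. No pair of libraries shared an identical value above 0 for any gene.

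Genes with a mean FPKM of at least 0.5 in 1 or both groups were kept, which left 12149 and removed 2819. Diabetic and control libraries were compared on log2(FPKM + 1) with limma 3.58.1 (R 4.3.3), as a linear model on group with moderated variances and an intensity trend, two-sided. The p-values were adjusted with the Benjamini-Hochberg method over all genes kept, at a threshold of 0.05. The model had 4 residual and 3.65 prior degrees of freedom, and the median standard error of a log2 fold change was 0.12. Over all genes the median log2 fold change was -0.04. A second count used the thresholds of the study, an unadjusted p under 0.05 and a change of at least 1.5-fold, with the limma p. An exact permutation test of 3 against 3 libraries cannot give a p below 0.1, so none was made per gene.

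Gene lists for pathways, complexes and cell types that the tissue could hold were fixed before the data were examined, with the tests, the alternatives and the rule for naming genes. They were written after the study had been read, so they are not fully independent of these libraries. Some hold genes that the study reported as changed, among them Car12, Ddit4, Fkbp5, Sod3 and Hpgds. Lists with at least 3 kept members, 28 in all, were tested with camera (limma) at a preset correlation between genes of 0.01, two-sided and adjusted over the lists. Beside it, camera with a correlation estimated for each list and fry were run. Lists that the study chose were described gene by gene and not tested as sets. Named are, for each direction, the 10 genes with the largest change among those past the adjusted threshold whose groups did not overlap and whose mean was at least 1 FPKM in 1 group, filled up with genes past the study's thresholds. Further named are members of the lists from the study, the 4 members with the smallest p of each list past the camera threshold and up to 2 of each other list, and genes of corneal identity and the leukocyte antigen CD45. Other genes, and those plotted for the lens and neutrophil patterns, were chosen after their values were seen.

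The steps were tested on simulated data for this comparison, with 12149 genes of which 200 were changed. The changed genes were drawn from those with a mean log2(FPKM + 1) above 1, so the shares called do not cover genes of lower expression. Of the genes changed 1.5-fold, 43.3% were called at the adjusted threshold, and of those changed by 1 and by 2 on the log2 scale 92.5% and 95.5%, with 8 false calls. At the thresholds of the study there were 91 false calls. A list shifted by 0.5 was found, and 0 of the unchanged lists were called. The simulated genes varied independently, whereas the correlation estimated within real lists was 0.44 for interferon-stimulated, 0.34 for hypoxia-response and 0.80 for lens genes. The simulation therefore does not show how often camera calls unchanged lists in these data. Alternatives were other pseudocounts (0.1 and 0.5), no filter or a stricter one, rescaling to TPM, quantile normalization and median-of-ratios scaling, limma without trend, with robust hyperparameters or with estimated library weights, unmoderated linear models with and without a library size covariate, the replicate number as a block, camera on ranks, and leaving out each library in turn. Leaving out control replicate 3 and diabetic replicate 1 together was added after seeing the data. The study speaks of paired samples in its screening without saying how they were paired. The replicate numbers showed no pairing of the libraries (r of deviations from the group means -0.20, 0.06 and -0.09 for equal numbers, and 0.29 for control replicate 3 with diabetic replicate 1). With 3 libraries per group these r values are a weak check and cannot exclude a pairing. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The microRNA data of the study were not part of the deposited table used here.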

Results

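Polyadenylated RNA of regenerating corneal epithelium from C57BL/6 mice was sequenced in 6 libraries. Of these, 3 came from control mice and 3 from mice with type 1 diabetes induced by streptozotocin (STZ), a toxin that destroys the insulin-producing beta cells of the pancreas. The diabetic tissue was collected 16 weeks after STZ. In the study the corneas of both groups had been scraped, and tissue was taken from the limbus and part of the healing central cornea. Each library pooled epithelium of several mice, so the spread between replicates is a spread between pools. Expression was deposited as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for 14968 protein-coding genes. The FPKM values of a library summed to between 308757 (diabetic replicate 3) and 331926 (control replicate 3), and between 14000 and 14116 genes had a value above 0. Read counts were not analysed here, so the depth behind each value is unknown and no counting interval can be given. Across the 12149 genes tested, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.984 to 0.988 between control libraries, 0.981 to 0.984 between diabetic libraries and 0.975 to 0.984 between groups. The first principal component (34.8% of the variance) separated the control from the diabetic libraries. The second (23.9%) set control replicate 3 and diabetic replicate 1 apart from the other 4.

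The comparison of diabetic with control libraries asked which genes change in epithelium that regenerates under type 1 diabetes. A chemokine, a keratin and genes of the antiviral interferon response rose, and a gene of the response to low oxygen fell. The largest change past the adjusted threshold was the fall of Bola1, which encodes a mitochondrial protein linked to the handling of iron-sulphur clusters. Of 12149 genes, 8 passed an adjusted p of 0.05 in limma, 5 of them higher and 3 lower in diabetic epithelium, and the values of each did not overlap between the groups. Bola1 (ENSMUSG00000015943.11, chromosome 3, 96196588 to 96219709 on GRCm38, as all positions here) fell from 23.6 ± 2.82 to 3.34 ± 0.146 FPKM (SD, n = 3; log2 fold change -2.50, adjusted p = 0.000376). Its annotated span overlaps Gm15444 on the same strand, so reads of that gene cannot be excluded from its value. Zfp422 (ENSMUSG00000059878.12, chromosome 6, 116624016 to 116628999), a zinc finger gene, fell from 4.66 ± 0.789 to 0.802 ± 0.301 FPKM (SD, n = 3; log2 fold change -1.65, adjusted p = 0.0314). Ndrg1 (ENSMUSG00000005125.12, chromosome 15, 66929321 to 66969640), which is induced by hypoxia, fell from 18.8 ± 0.475 to 8.62 ± 0.637 FPKM (SD, n = 3; log2 fold change -1.04, adjusted p = 0.0314). The chemokine gene Ccl5 (ENSMUSG00000035042.2, chromosome 11, 83525778 to 83530518) rose from 4.22 ± 1.15 to 15.8 ± 3.16 FPKM (SD, n = 3; log2 fold change 1.70, adjusted p = 0.0439). Isg15 (ENSMUSG00000035692.6, chromosome 4, 156199424 to 156200818), a ubiquitin-like protein induced by interferon, rose from 248 ± 44.9 to 629 ± 73.4 FPKM (SD, n = 3; log2 fold change 1.35, adjusted p = 0.0439). Ifit1bl1 (ENSMUSG00000079339.6, chromosome 19, 34592888 to 34601968) and Trim30a (ENSMUSG00000030921.17, chromosome 7, 104409025 to 104465193), both of interferon-inducible families, rose by log2 fold changes of 1.10 (adjusted p = 0.0365) and 1.06 (adjusted p = 0.0439). Krt23 (ENSMUSG00000006777.7, chromosome 11, 99477974 to 99493137), an acidic keratin, rose from 13.0 ± 1.87 to 32.7 ± 4.46 FPKM (SD, n = 3; log2 fold change 1.27, adjusted p = 0.0439). Ifit genes are close paralogs, and FPKM does not show how reads shared between them were assigned.

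Leaving out 1 library changed how many genes passed. There were 3 without control replicate 1, 6 without control replicate 2, 2 without control replicate 3, 66 without diabetic replicate 1, 7 without diabetic replicate 2 and 1 without diabetic replicate 3. Bola1 passed in each of these 6 fits (adjusted p 0.00129 to 0.00689), whereas Zfp422 passed in 3, Ndrg1 and Isg15 in 2, and Krt23, Trim30a, Ccl5 and Ifit1bl1 in 1, with adjusted p of up to 0.106 (Zfp422), 0.106 (Ndrg1), 0.125 (Isg15), 0.154 (Krt23), 0.181 (Trim30a), 0.166 (Ccl5) and 0.107 (Ifit1bl1). At the looser thresholds that the study used, an unadjusted p under 0.05 and a change of at least 1.5-fold, 302 genes passed, 149 of them higher and 153 lower. The groups did not overlap for 256 of these 302. Over all genes tested the groups did not overlap for 2136 (17.6%), where chance gives 10% on average. At an unadjusted p under 0.05 in limma there were 1399 genes, 560 higher and 839 lower, where chance gives 607 on average. How widely a chance count varies around that average is unknown. Splits of the 6 libraries that mixed the groups gave 197 to 1000 such genes. They cannot settle it, since each still sets some diabetic against some control libraries and so keeps part of the group difference. Without diabetic replicate 1, 469 genes passed the study's thresholds, and 38.4% of them were higher instead of 49.3%. Without diabetic replicate 3, 62.4% of 258 were higher. The balance also depended on scaling, with 182 higher and 135 lower under median-of-ratios scaling. Quantile normalization gave 173 higher and 138 lower, and TPM 264 and 233.

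Among the largest changes that did not pass the adjustment but passed the study's thresholds without overlap were genes of neutrophils, the ocular lens and red blood cells. Gm5483, a stefin A gene of the neutrophil list, was at 0.794 ± 1.05 FPKM in control and 31.1 ± 39.4 FPKM in diabetic libraries (SD, n = 3; log2 fold change 3.56, adjusted p = 0.190), with 76.6 FPKM in diabetic replicate 1 against 8.55 and 8.19 in replicates 2 and 3. Its paralogs Stfa2l1 and Stfa2 had log2 fold changes of 2.69 and 2.56. The lens crystallin gene Cryba1 had one of 2.38 (adjusted p = 0.372), and without diabetic replicate 2, the library with its highest value, the Cryba1 log2 fold change was 1.31. Msln, which encodes the cell surface protein mesothelin, had one of 2.74. Lower in diabetic libraries were the predicted gene Gm21887 (log2 fold change -3.21), Prl2c2 (-1.90), which encodes a prolactin-family hormone, and Gm94 (-1.61). The haemoglobin genes Hbb-bs (-1.83), Hba-a2 (-1.69), Hba-a1 (-1.62) and Hbb-bt (-1.44) were lower too. Stefin A, haemoglobin and Prl2c genes are close paralogs, and how reads shared between them were assigned is unknown. Fold changes of genes near 0 FPKM in 1 group depend on the pseudocount. At 0.1 instead of 1 the log2 fold change was -6.00 for Gm21887, -2.57 for Gm94 and 3.71 for Cryba1.

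Interferon-stimulated genes were higher together in diabetic epithelium. Of 43 measured members, 41 were higher, 27 rose when adjusted over the list alone and 2 when adjusted over all genes. Their median log2 fold change was 0.65, and the medians of diabetic replicates 1, 2 and 3 lay 0.60, 0.48 and 0.82 above the control mean. Examples were Ifit3, from 134 ± 24.7 to 442 ± 183 FPKM (SD, n = 3; log2 fold change 1.66), and Ifit3b, from 68.9 ± 8.19 to 183 ± 49.7 FPKM (SD, n = 3; log2 fold change 1.37). The list passed camera (adjusted p = 1.3e-30, and adjusted p = 0.373 with an estimated correlation). For 24 members the groups did not overlap, all higher, where chance gives 10% of genes in both directions together. By list median, neutrophil genes (1.14, 0.45 and 0.44 in diabetic replicates 1, 2 and 3) and lens genes (0.67, 1.96 and 0.33) were higher in the same 3 libraries. Erythrocyte genes were lower (-1.40, -2.11 and -1.02). Further neutrophil genes rose mainly in diabetic replicate 1 (median 1.57) and further lens genes mainly in diabetic replicate 2 (median 1.78), as described below.

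Hypoxia-response genes, the targets of hypoxia-inducible factors, were lower together. Of 27 members past the expression filter, 25 were lower, 19 fell when adjusted over the list alone and 1, Ndrg1, when adjusted over all genes. Their median log2 fold change was -0.58, with -0.38, -0.52 and -0.76 for diabetic replicates 1, 2 and 3 against the control mean. Bnip3, a mitophagy gene, went from 33.8 ± 3.08 to 14.5 ± 2.73 FPKM (SD, n = 3; log2 fold change -1.18). Ankrd37 went from 8.21 ± 1.10 to 3.66 ± 0.977 FPKM (SD, n = 3) and Ddit4, an inhibitor of mTOR signalling, from 37.9 ± 4.79 to 19.3 ± 3.89 FPKM (SD, n = 3; log2 fold change -0.95). By PCR, however, the study found Ddit4 higher in diabetic epithelium, opposite to its sequencing. The list passed camera (adjusted p = 2.4e-14, and adjusted p = 0.373 with an estimated correlation). In the same 3 libraries the list median of erythrocyte genes was lower and those of neutrophil and lens genes higher, unevenly between libraries as given above. Stromal genes lay at -0.17, -0.05 and -0.50 in diabetic replicates 1, 2 and 3. Glycolysis genes, which share this control in part, were lower in 15 of 16 members, and 5 fell and 1 rose when adjusted over the list alone. The phosphofructokinase genes Pfkp (-0.85) and Pfkl (-0.51), the lactate dehydrogenase gene Ldha (-0.33) and the lactate transporter gene Slc16a3 (-0.70) were among those that fell. The median of the glycolysis list was -0.26 (camera adjusted p = 0.000440, and adjusted p = 0.545 with an estimated correlation). It was -0.15 without diabetic replicate 3, whose own median was -0.45 against -0.05 in diabetic replicate 1.

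Of the genes encoded by the mitochondrial genome, 12 of 13 were lower and 11 fell when adjusted over the list alone. The respiratory complex I genes mt-Nd2 (-0.61), mt-Nd3 (-0.37) and mt-Nd1 (-0.32) and the cytochrome b gene mt-Cytb (-0.37) were among them. The median was -0.37 (camera adjusted p = 7.3e-09, and adjusted p = 0.373 with an estimated correlation). Proliferation genes were lower in 24 of 25 members with a median of -0.18 (camera adjusted p = 0.000280, and adjusted p = 0.560 with an estimated correlation), although none passed when adjusted over the list alone and 6 were lower at an unadjusted p under 0.05 in limma. Kif11 (-0.54), Top2a (-0.49), Bub1 (-0.44) and Ccna2 (-0.38), genes of mitosis and the cell cycle, had the smallest p. The Bub1 log2 fold change was -0.28 without diabetic replicate 3. The median of this list was -0.32 without diabetic replicate 1 and -0.11 without diabetic replicate 3. Glucocorticoid-response genes were higher in 12 of 14 members, and 5 rose when adjusted over the list alone, among them Tsc22d3 (1.34), Per1 (0.95), Fkbp5 (0.92) and Zbtb16 (0.53). Zbtb16, at 0.103 and 0.591 FPKM, had a log2 fold change of 1.77 at a pseudocount of 0.1 and of 1.11 as TPM. The median of the list was 0.26 (camera adjusted p = 2.2e-07, and adjusted p = 0.373 with an estimated correlation). For the mitochondrial, proliferation and glucocorticoid lists too, the medians of neutrophil and lens genes were higher and that of erythrocyte genes lower in the same diabetic libraries, with the same unevenness.

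Genes of the cornified envelope, the barrier of surface epithelia, went in both directions. Of 18 members, 4 rose and 1 fell when adjusted over the list alone. Those that rose included the late cornified envelope genes Lce3a (1.02), Lce3b (1.16) and Lce3f (0.73) and the protease gene Asprv1 (0.60). At a pseudocount of 0.1 and as TPM the log2 fold changes were 3.36 and 2.16 for Lce3b, which was at 0.0456 and 1.45 FPKM, and 1.30 and 1.11 for Lce3f. The median of the list was 0.06 (camera adjusted p = 0.00952, and adjusted p = 0.389 with an estimated correlation). The call was lost without control replicate 1 (adjusted p = 0.0518) and without diabetic replicate 1 (adjusted p = 0.0540), where the median was -0.05. The median was 0.14 without control replicate 2, 0.14 without control replicate 3, 0.28 without diabetic replicate 2 and 0.11 without diabetic replicate 3. With all 6 libraries the call was also lost with a stricter expression filter (median -0.10, adjusted p = 0.0790), quantile normalization (adjusted p = 0.0501), median-of-ratios scaling (adjusted p = 0.0702), camera on ranks (adjusted p = 0.108) and library weights, where the median was -0.01. Conjunctival and goblet cell genes had a median of 0.37 over 6 members (camera adjusted p = 0.00964, and adjusted p = 0.456 with an estimated correlation). Krt4 (0.82), Krt19 (0.36) and the mucin gene Muc4 (0.38) rose and 1 gene fell when adjusted over the list alone. The call was lost without control replicate 1 (adjusted p = 0.102) and without diabetic replicate 3 (adjusted p = 0.0966), and also with library weights (adjusted p = 0.122) and camera on ranks (adjusted p = 0.0545). The Krt4 log2 fold change was 0.53 without diabetic replicate 3. Krt12, the keratin of differentiated corneal epithelium, was at 3412 ± 341 FPKM in control and 4964 ± 1068 FPKM in diabetic libraries (SD, n = 3; log2 fold change 0.52, adjusted p = 0.306). Pax6, a regulator of corneal identity, differed by a log2 fold change of -0.03 (adjusted p = 0.960).

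Neutrophil genes were higher in 20 of 21 members, and 10 rose when adjusted over the list alone. The median was 0.55 (camera adjusted p = 1.3e-13, and adjusted p = 0.373 with an estimated correlation), with 1.14, 0.45 and 0.44 for diabetic replicates 1, 2 and 3 against the control mean. Stfa2 (2.56), Slfn4 (1.84), Gm5416 (1.73) and Stfa3 (0.55) had the smallest p. At a pseudocount of 0.1 the median of the list was 0.85. Monocyte and macrophage genes were higher in 11 of 16 members with a median of 0.24 (camera adjusted p = 0.00551, and adjusted p = 0.560 with an estimated correlation). None of them passed when adjusted over the list alone, and Mpeg1 (0.62), Itgam (0.51) and Lyz2 (0.60) were higher and the complement genes C1qa (-0.57) and C1qc (-0.30) lower at an unadjusted p under 0.05 in limma. The median was 0.37 at a pseudocount of 0.1. This call was lost without control replicate 1 (median 0.15, adjusted p = 0.106) and without diabetic replicate 1 (median 0.06, adjusted p = 0.102). Of T and NK cell genes 4 were measured, with a median of 0.54 (camera adjusted p = 0.0278, and adjusted p = 0.545 with an estimated correlation). None of these 4 passed when adjusted over the list alone, and 1, Nkg7 (0.48, or 1.21 at a pseudocount of 0.1 and 0.89 as TPM), had an unadjusted p under 0.05 in limma. That call was lost without control replicate 1 (adjusted p = 0.131), without diabetic replicate 1 (adjusted p = 0.106) and without diabetic replicate 3 (adjusted p = 0.152). It was also lost with TPM (median 0.87, adjusted p = 0.0635), quantile normalization (adjusted p = 0.0960), median-of-ratios scaling (adjusted p = 0.0906), library weights (median 0.32, adjusted p = 0.186) and camera on ranks (adjusted p = 0.0555), and the median was 1.08 at a pseudocount of 0.1.

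Lens genes were higher in 13 of 14 members with a median of 1.08 (camera adjusted p = 5.5e-10, and adjusted p = 0.394 with an estimated correlation). Crygn (1.04), Lgsn (0.74) and Cryab (1.12) rose when adjusted over the list alone. Cryaa was at 0.0826, 2.57 and 1.13 FPKM in control replicates 1, 2 and 3 and at 21.4, 59.6 and 1.62 FPKM in diabetic replicates 1, 2 and 3. The median of the list was 0.56 without diabetic replicate 2 and 2.05 at a pseudocount of 0.1, at which Crygn (2.15) and Lgsn (1.29) also had larger log2 fold changes. Erythrocyte genes had a median of -1.53 over 6 members (camera adjusted p = 0.00551, and adjusted p = 0.394 with an estimated correlation), and the 4 haemoglobin genes fell when adjusted over the list alone. Without the expression filter, which adds listed genes of low expression, the median of the list was -0.19 (camera adjusted p = 0.0157).

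**Figure D1:**
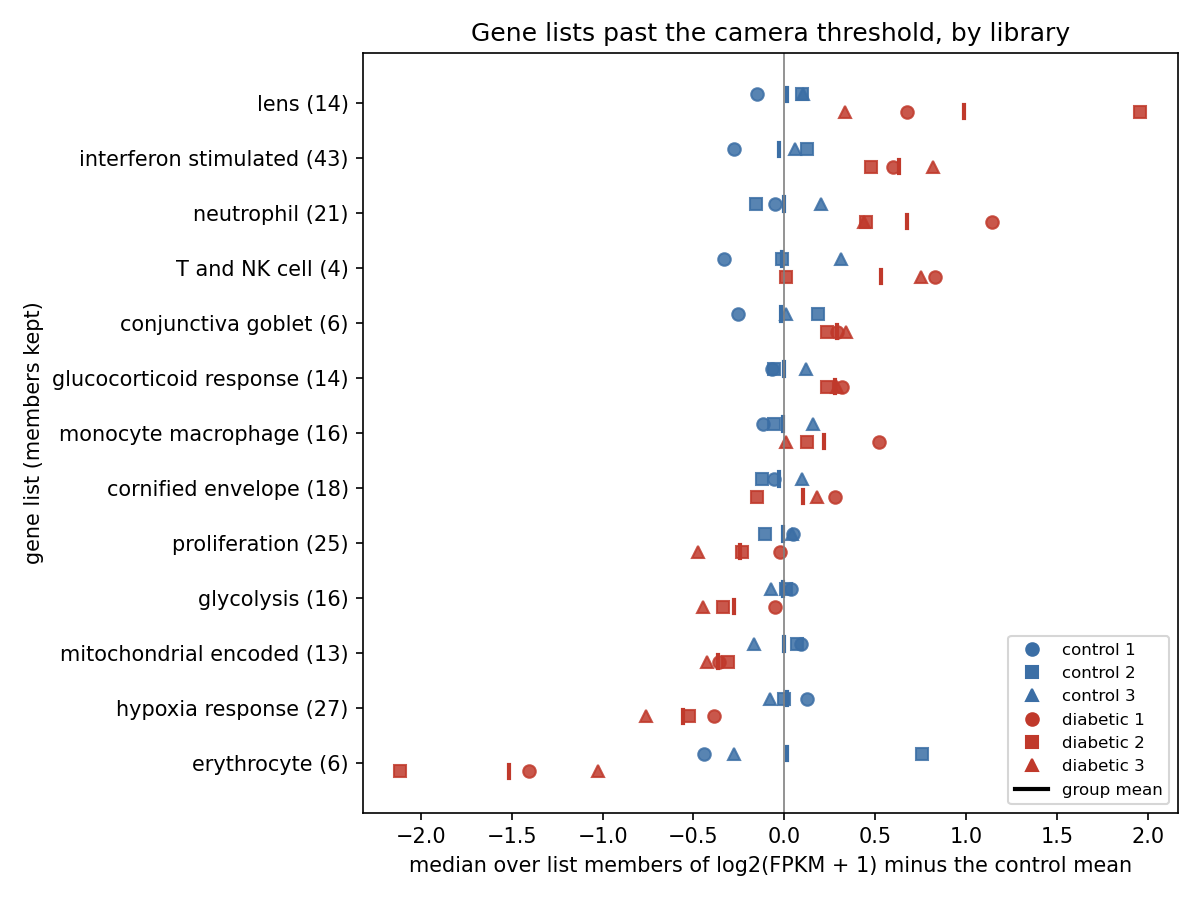
For each of the 13 gene lists that passed camera with the preset correlation, each point is 1 library and gives the median over the list's members of log2(FPKM + 1) minus the control mean, and each tick is a group mean. Hypoxia-response genes lie at -0.38, -0.52 and -0.76 and interferon-stimulated genes at 0.60, 0.48 and 0.82 in diabetic replicates 1, 2 and 3, while the lens list is highest in diabetic replicate 2 (1.96) and the neutrophil list in diabetic replicate 1 (1.14).

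**Figure D2:**
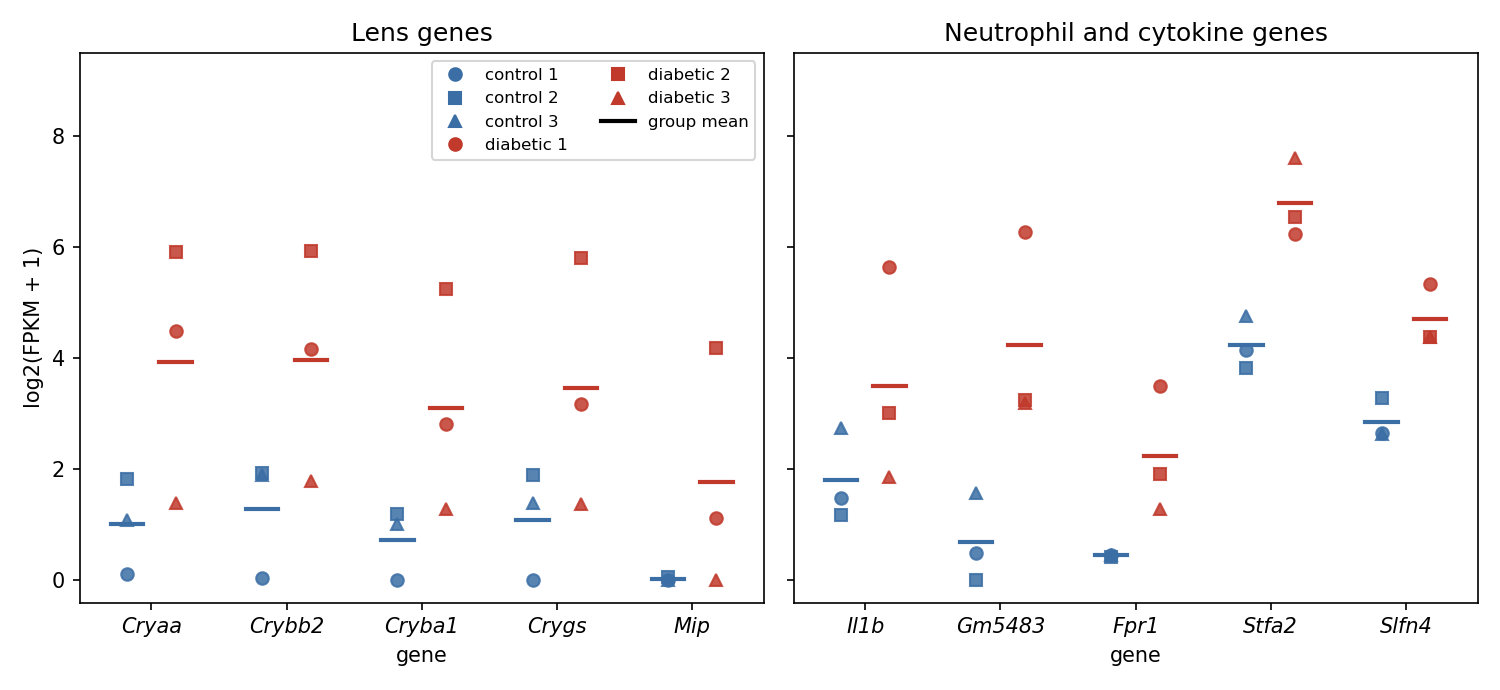
Each point is the log2(FPKM + 1) of 1 library and each line a group mean, for 5 lens genes and 5 neutrophil and cytokine genes chosen after their values were seen. Lens genes are highest in diabetic replicate 2, and Il1b, Gm5483 and Fpr1 in diabetic replicate 1.

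Of 28 lists tested with camera, these 13 passed, 8 higher and 5 lower, while with an estimated correlation none did (3 at an unadjusted p under 0.05, smallest adjusted p = 0.373) and with fry none did (5 at an unadjusted p under 0.05, smallest adjusted p = 0.0990). Stromal fibroblast genes missed the threshold narrowly (median -0.19, camera adjusted p = 0.0501), with 4 of 14 falling when adjusted over the list alone, among them Mfap4 (-0.91) and Ptn (-0.66). Their call was made without control replicate 2 (adjusted p = 0.0379), diabetic replicate 2 (adjusted p = 0.00854) or diabetic replicate 3 (adjusted p = 0.0287). The camera adjusted p was 0.132 for inflammatory cytokines and for basement membrane and hemidesmosome genes, 0.113 for dendritic and Langerhans cells, 0.189 for corneal epithelium and for Schwann cells and nerve, 0.212 for heat shock, 0.226 for vascular endothelium and 0.279 for defence against oxidative stress. It was 0.408 for STAT3 targets, 0.416 for skeletal muscle, 0.671 for limbal progenitors, 0.745 for immediate early genes, 0.925 for migration and wound response and 0.929 for prostaglandin metabolism. Leaving out 1 library brought some of these lists past the threshold. Without control replicate 1 these were dendritic and Langerhans cells (adjusted p = 0.00503), basement membrane (adjusted p = 0.0109) and immediate early genes (adjusted p = 0.0109), and without control replicate 3 inflammatory cytokines (adjusted p = 0.0109). Without diabetic replicate 1 they were corneal epithelium (adjusted p = 0.00542), basement membrane and dendritic and Langerhans cells (both adjusted p = 0.0315). Inflammatory cytokines passed without diabetic replicate 2 (adjusted p = 0.0368) or 3 (adjusted p = 0.00320), but turned to lower without diabetic replicate 1 (median -0.17, adjusted p = 0.564), and their medians in diabetic replicates 1, 2 and 3 were 0.90, 0.06 and -0.39 against the control mean. Basement membrane genes turned to lower without control replicate 3 (median -0.21, adjusted p = 0.759), and immediate early genes to higher without control replicate 2 (adjusted p = 0.510), control replicate 3 (adjusted p = 0.718) or diabetic replicate 3 (adjusted p = 0.994). STAT3 targets turned to lower without diabetic replicate 1 (adjusted p = 0.564), migration and wound response to higher without control replicate 2 (adjusted p = 0.803), and prostaglandin metabolism to higher without control replicate 3 (adjusted p = 0.721) or diabetic replicate 2 (adjusted p = 0.839). The call was made for vascular endothelium without diabetic replicate 3 (adjusted p = 0.0144). Members of these lists that changed when adjusted over the list alone were Lamb3 (0.63), a laminin chain of the epithelial basement membrane, the alarmin gene Il33 (-1.08), the matrix metalloproteinase gene Mmp10 (-1.29), the limbal marker Gpha2 (-0.42), the glutathione transferase gene Gsta3 (-0.66), Ptgr1 (-0.69), Sod3 (-0.66), Hpgds (-1.02), Hspa1b (0.48), Cd34 (-0.74) and Ccl5. The median was negative while the mean and the test were positive for basement membrane (median -0.02, mean 0.05) and heat shock genes (median -0.01, mean 0.04), and the mean of STAT3 targets was -0.000477 with a median of 0.05. Mast cell genes, with 2 of 7 deposited members past the expression filter, and melanocyte genes, with 0 of 3, were not tested.

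The study kept 9 mRNAs as predicted targets of microRNAs that differed in the same tissue. None passed when adjusted over all genes in limma, while all 9 had an unadjusted p under 0.05 and passed the study's thresholds. When adjusted over the list alone, 7 fell and 2 rose, which is not independent evidence, because the study chose the list on these libraries. Hpgds, a prostaglandin D synthase gene, was at 25.2 ± 3.79 FPKM in control and 12.1 ± 3.34 FPKM in diabetic libraries (SD, n = 3; log2 fold change -1.02, adjusted p over all genes 0.135). Msln was at 0.773 ± 0.317 and 12.2 ± 7.78 FPKM (SD, n = 3; log2 fold change 2.74, adjusted p over all genes 0.0760), with 20.9 FPKM in diabetic replicate 3. Hmga2, a chromatin architectural gene, was at 6.31 ± 1.52 and 14.5 ± 3.02 FPKM (SD, n = 3; log2 fold change 1.08, adjusted p over all genes 0.105). The other log2 fold changes were -1.08 for Lgi2, -0.95 for Car12, -0.95 for Ddit4, -0.91 for Vsnl1, -0.89 for Csrp2 and -0.74 for Ces2e, with adjusted p over all genes from 0.0835 (Csrp2) to 0.288 (Ces2e). Car12 and Ddit4 also belong to the hypoxia-response list and Hpgds to that of prostaglandin metabolism. Without diabetic replicate 1, 2 of the 9 passed over all genes. The study also measured its pairs by PCR. It found Msln and Hmga2 raised and Ces2e, Lgi2, Vsnl1 and Hpgds lowered in diabetic epithelium. Csrp2 showed a like trend short of significance, and Ddit4 rose instead of falling. For Hpgds the study adds protein blots, a reporter assay and experiments that blocked the microRNA.

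**Figure D3:**
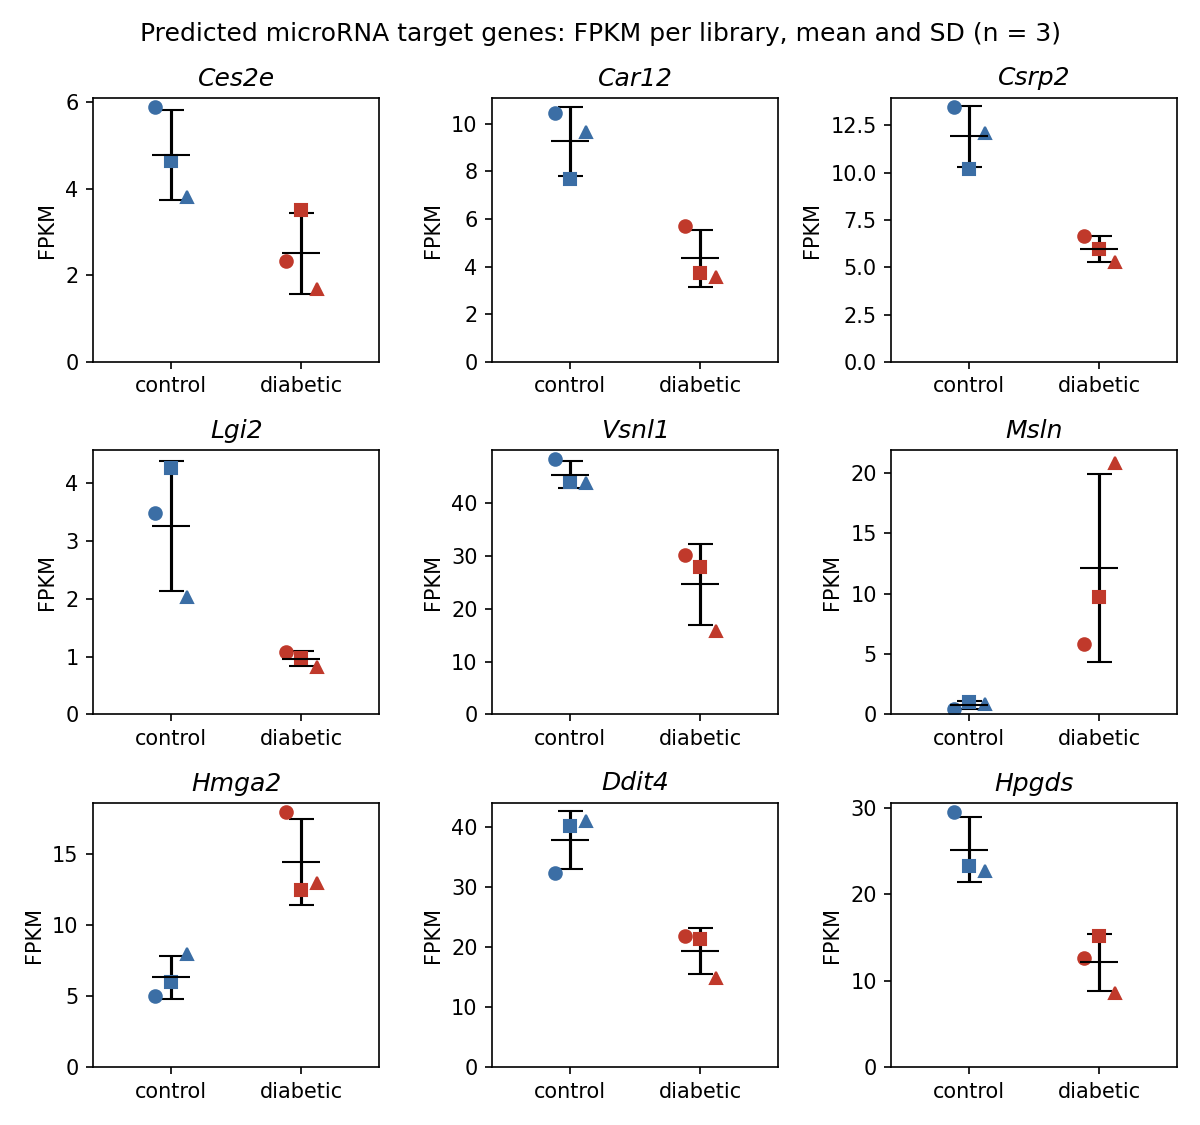
FPKM of the 9 predicted target genes in each of the 6 libraries (points; circle, square and triangle for replicates 1, 2 and 3), with group means and SD (n = 3). Hpgds was lower (25.2 against 12.1 FPKM) and Msln (0.773 against 12.2 FPKM) and Hmga2 (6.31 against 14.5 FPKM) were higher in diabetic libraries.

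Other genes that the study discusses followed the same thresholds. Ctgf, a matricellular growth factor gene (1.57), Fkbp5 (0.92) and the growth factor gene Igf2 (0.72) were higher, and Cdkn2a (-0.97), a cell cycle inhibitor gene, and Sod3 (-0.66), an extracellular antioxidant enzyme gene, were lower. Together with Hmga2 these 6 all passed when adjusted over the list alone, and none when adjusted over all genes (smallest adjusted p = 0.0930, for Ctgf and Igf2). The Cdkn2a log2 fold change was -2.07 at a pseudocount of 0.1 and -1.56 as TPM. The count over the list alone is not independent evidence, since the study picked these genes among those that differed in these libraries. The study also measured inflammation genes by PCR. It reported Ptprc, Tnf, Il1b and Il6 as raised in diabetic wounded epithelium, with stronger staining for CD45 in the cornea. Of these, the cytokine gene Il1b was at 1.81, 1.25 and 5.74 FPKM in control replicates 1, 2 and 3 and at 48.7, 7.08 and 2.62 FPKM in diabetic replicates 1, 2 and 3 (log2 fold change 1.70, adjusted p = 0.515). Without diabetic replicate 1 the Il1b log2 fold change was 0.63. Tnf differed by a log2 fold change of -0.11 (adjusted p = 0.906), which turned positive without control replicate 3 (0.07) or diabetic replicate 3 (0.10). Ptprc, which encodes the leukocyte antigen CD45, stayed between 0.227 and 0.529 FPKM and below the expression filter. Il6 was not analysed here. Of genes known in the cornea or its nerves, Manf (0.22), Lrg1 (0.11), Sema3c (-0.10) and Sirt3 (-0.07) had adjusted p of 0.512 (Manf) to 0.913 (Lrg1), and Lrg1 was at -0.23 without diabetic replicate 1. Tac1 was at 0 FPKM in the control libraries and 0.0348 ± 0.0305 FPKM (SD, n = 3) in the diabetic libraries, below the filter.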

Values the study reported

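Between control and diabetic regenerating epithelium, the study reported 186 differentially expressed mRNAs and 77 differentially expressed miRNAs. Its target prediction gave 555 miRNA-mRNA pairs, in which 65 miRNAs targeted 135 mRNAs. A stricter selection kept 12 miRNAs in 13 pairs.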

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

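All alternatives were chosen before the data were examined, except leaving out control replicate 3 and diabetic replicate 1 together, which was chosen after. The count of genes past adjusted p 0.05 (8 in limma) was 7 to 11 with other pseudocounts, a stricter filter, TPM, median-of-ratios scaling or robust hyperparameters. It was 1 without the filter, where more genes were tested, 5 with quantile normalization, 3 without the trend, 129 with library weights and 3 with the replicate number as a block. It was 17 without control replicate 3 and diabetic replicate 1, and from 1 (without diabetic replicate 3) to 66 (without diabetic replicate 1) with 1 library left out. Unmoderated models gave 0, with 1140 genes at an unadjusted p under 0.05, and 0 with a library size covariate, with 1016. Of the 8 genes, 8 were shared under library weights, 4 under quantile normalization, 3 without the trend, 2 without both libraries, 1 under the block and 1 without the filter. The count at the study's thresholds (302) was 584 at a pseudocount of 0.1, 497 as TPM, 186 and 135 in the unmoderated models without and with the covariate, 494 without both libraries and 258 (without diabetic replicate 3) to 469 (without diabetic replicate 1) with 1 left out. Otherwise it was 278 to 447. Camera called 13 lists, 10 to 15 under other settings and 0 with an estimated correlation and with fry. At pseudocounts of 0.1 and 0.5, without the filter and with the block it called 14, including all 13, with 6 instead of 5 lower. Without control replicate 3 and diabetic replicate 1, camera called 14 lists, 12 of them among the 13, and the erythrocyte call was lost (adjusted p = 0.0826). Of the 9 predicted targets, 6 passed over all genes with library weights, and 0 to 2 (2 without diabetic replicate 1) with 1 library left out. The cause was not tested for these differences, apart from the number of genes or libraries, and the 186 genes were all among the 302. The 111 named genes gave 2208 values under the alternatives, of which 2049 kept direction and side of the threshold, 78 lost the threshold, 66 gained it and 15 changed sign. Only the 8 genes past the threshold in the main fit could lose it, and all 78 losses were theirs. The losses ranged from 2 of 20 settings for Bola1 to 13 of 20 for Trim30a. For the other named genes, keeping the side meant staying short of the threshold. The 2049 therefore does not measure how stable the calls were. The 15 sign changes belonged to 5 genes. The Pax6 log2 fold change was 0.00565 as TPM, 0.0116 with quantile normalization, 0.0227 with median-of-ratios scaling, 0.0731 with library weights, 0.0288 without both libraries and from -0.129 (without diabetic replicate 2) to 0.110 (without diabetic replicate 1) with 1 library left out, 0.102 without control replicate 1. The Mb log2 fold change was -0.0967 with library weights and from -0.0341 (without diabetic replicate 3) to 0.521 (without diabetic replicate 2) with 1 left out. The Mylpf log2 fold change went from -0.0477 (without diabetic replicate 2) to 0.149 (without diabetic replicate 1), with -0.0237 without control replicate 3. The Tnf log2 fold change went from -0.418 (without diabetic replicate 1) to 0.103 (without diabetic replicate 3), with 0.0720 without control replicate 3. The Lrg1 log2 fold change went from -0.230 (without diabetic replicate 1) to 0.359 (without diabetic replicate 3) and was -0.0511 without both libraries. The lists could not be run with robust hyperparameters, which camera does not take, nor with the unmoderated models. The unknown depth limits what low values can show, and no counting error can be given for them.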

Other observations

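The family tests and the tests of diabetic replicate 3 alone and of leukocytes in diabetic replicates 2 and 3 were chosen after the result was seen, and the second lens, neutrophil and leukocyte panels after the patterns but before the values of their genes were seen.

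Families of genes with a common name stem and at least 5 kept members, 390 in all, showed groups that moved together under camera. Some of them share members with the lists above. Keratin genes were higher in 16 of 22 members (median log2 fold change 0.35, adjusted p = 2.7e-05). Krt23 passed the adjusted threshold over all genes, while Krt75 (1.26, adjusted p = 0.0760), Krt20 (1.20, adjusted p = 0.289), Krt18 (0.92, adjusted p = 0.0930), a keratin of simple epithelia, and Krt14 (-0.26, adjusted p = 0.264), a basal keratin, did not. All 7 Slfn genes, of an interferon-regulated family, were higher (median 0.60, adjusted p = 9.0e-06), among them Slfn1 (1.17) and Slfn2 (0.87). Slfn4 is also in the neutrophil list. The 6 Ifit genes were higher too (median 1.24, adjusted p = 2.9e-09), and Ifit1, Ifit2, Ifit3 and Ifit3b are members of the interferon list. Carbonic anhydrase genes, which act in pH balance, were lower (median -0.36, adjusted p = 0.00685), 5 of 8 at an unadjusted p under 0.05 in limma, among them Car13 (-0.94), Car12 (-0.95) and Car9 (-0.82), the latter 2 from the hypoxia-response list. Genes of the large ribosomal subunit were lower in 50 of 52 members by a small median of -0.13 (adjusted p = 2.7e-05), a call that median-of-ratios scaling ended (adjusted p = 0.0686). Directions of these families were the same as TPM and with quantile or median-of-ratios scaling, and with an estimated correlation the adjusted p was 0.995 for each.

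With 3 libraries against 3, the 10 possible splits are too few for a share under 0.05. The real split gave 8 genes past adjusted p 0.05, 302 past the study's thresholds and 13 lists, and the highest of the other splits gave 10, 175 and 13. The split with 10 genes put control replicate 3 and diabetic replicate 1, which the second principal component set apart, on the same side.

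Hypoxia-response genes were lower and interferon-stimulated genes higher in each diabetic library, and without diabetic replicate 3, the library with the lowest FPKM sum, the hypoxia list kept 87.1% of its median. After a loess trend of each library on GC content and length was removed, which moved 51.4% of genes by more than 0.05, the hypoxia list kept 89.5% of its median (camera adjusted p = 9.2e-17) and the interferon list 106% (camera adjusted p = 2.9e-20), which argues against such a bias as the whole cause. Over 10 pan-leukocyte genes the median was 21.7% of the interferon median (95% bootstrap interval over genes, as below, -20.4% to 76.9%), too wide to decide on leukocytes as carriers of these transcripts in all 3 libraries. In diabetic replicate 1 they were at 0.55 against 0.60 for the interferon list, which leaves a higher share of leukocytes open in that library. In diabetic replicates 2 and 3 they were at -0.0767 (interval -0.28 to 0.08) against 0.69 for the interferon list. This panel shows no rise there, though its interval covers genes and not pools. The list medians in these libraries were 0.45 and 0.44 for neutrophils and 0.12 and 0.01 for monocytes and macrophages. They were 0.01 and 0.75 for T and NK cells and -0.54 and -0.72 for dendritic and Langerhans cells. A higher share of some leukocytes therefore stays open. A response of the epithelium to diabetes, or a wound at another stage of closure, may underlie both groups, and neither was tested. The study found closure delayed in its diabetic mice, also at the time after scraping at which the sequenced tissue was taken. Diabetes and wound stage therefore differed together, and their effects cannot be told apart here.

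The neutrophil list median was highest in diabetic replicate 1. A second panel of 11 neutrophil genes lay 1.57 above the control mean there (interval 0.53 to 1.98 on the log2 scale), consistent with more neutrophils in that pool, where Il1b was at 48.7 FPKM. In diabetic replicates 2 and 3 the panel was at 0.0716 (interval -0.07 to 0.32), which argues against a like gain there, although Stfa2, Slfn4 and Gm5416 were higher than in every control library. Of these, Slfn4 and Gm5416 were highest in diabetic replicate 1, but Stfa2 was at 74.8, 92.6 and 193 FPKM in diabetic replicates 1, 2 and 3. Other sources of these 3 transcripts, such as the epithelium itself, stay open and were not tested.

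The lens list median was highest in diabetic replicates 1 and 2 (0.67 and 1.96, against 0.33 in diabetic replicate 3). Over 5 further lens genes, the median ratio of the mean of these 2 libraries to the highest control library, on FPKM + 0.1, was 4.09 (range over genes 0.693 to 4.44), which is consistent with carry-over of lens RNA but rests on diabetic replicate 2, with a ratio of 6.67 against 1.09 in diabetic replicate 1 and 0.846 in diabetic replicate 3. The crystallin genes Crygb, Crygc and Crygd were at 4.50, 3.21 and 2.40 FPKM in diabetic replicate 2, and Grifin, another lens gene, was at 1.77 FPKM there and up to 2.48 FPKM in the control libraries. An effect of diabetes on crystallin expression in the epithelium was not tested and stays open.

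The count at the study's thresholds here was 302 genes. That is higher than the value quoted from the study above. An unmoderated linear model per gene gave 186 genes, all of them among the 302, and 135 with the default library size covariate of ballgown. The count without the covariate equals the value quoted above. All 9 predicted targets, which the study took from its differentially expressed mRNAs, passed its thresholds in that model, and 8 with the covariate. Whether the other genes are the same was not examined.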
